# A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies

**DOI:** 10.1186/1476-4598-13-9

**Published:** 2014-01-15

**Authors:** Marine Pesson, Béatrice Eymin, Pierre De La Grange, Brigitte Simon, Laurent Corcos

**Keywords:** DNA chip, Targeted anticancer therapies, Pre-mRNA splicing, SRSF2

## Abstract

Alternative pre-mRNA splicing (AS) widely expands proteome diversity through the combinatorial assembly of exons. The analysis of AS on a large scale, by using splice-sensitive microarrays, is a highly efficient method to detect the majority of known and predicted alternative transcripts for a given gene. The response to targeted anticancer therapies cannot easily be anticipated without prior knowledge of the expression, by the tumor, of target proteins or genes. To analyze, in depth, transcript structure and levels for genes involved in these responses, including *AKT1-3*, *HER1-4*, *HIF1A*, *PIK3CA*, *PIK3R1-2*, *VEGFA-D* and *PIR*, we engineered a dedicated gene chip with coverage of an average 185 probes per gene and, especially, exon-exon junction probes. As a proof of concept, we demonstrated the ability of such a chip to detect the effects of over-expressed SRSF2 RNA binding protein on the structure and abundance of mRNA products in H358 lung cancer cells conditionally over-expressing SRSF2. Major splicing changes were observed, including in *HER1/EGFR* pre-mRNA, which were also seen in human lung cancer samples over-expressing the SRSF2 protein. In addition, we showed that variations in *HER1/EGFR* pre-mRNA splicing triggered by SRSF2 overexpression in H358 cells resulted in a drop in HER1/EGFR protein level, which correlated with increased sensitivity to gefitinib, an EGFR tyrosine kinase inhibitor. We propose, therefore, that this novel tool could be especially relevant for clinical applications, with the aim to predict the response before treatment.

## Background

Alternative pre-mRNA splicing (AS) occurs for an estimated 90% of genes in the human genome [1], with remarkable repercussions on proteome diversity [2]. The outcome of AS strongly depends on context. Hence, AS occurs to allow the onset of development or differentiation programs, to participate in cancer occurrence or progression, and to develop integrated responses to stressful conditions [3-5]. Importantly, AS transcripts may encode alternative protein isoforms, which quite often display distinct or even opposite functions, such as for the pro- or anti-apoptotic caspases or Bcl-2 family proteins [6-8]. In addition, AS may also lead to the assembly of short-lived mRNAs targeted to degradation through the nonsense mediated decay (NMD) system [9]. However, even if NMD transcripts do not encode proteins, their occurrence may modify the ratio of mRNA isoforms, potentially affecting protein synthesis outcome [10].

Analytical tools to study AS on a large scale have been developed by Affymetrix™, with the Human Exon 1.0 ST arrays, also referred to as splice-sensitive microarrays, which allow surveying known and predicted AS events throughout the transcriptome [11,12]. Recently, deep sequencing methods have made it possible to determine both mRNA levels and structure [13-15]. Nevertheless, the mathematical tools necessary to decipher the structure and amount of mRNA species identified by sequencing are still under constant development [16,17]. In addition, a recent comparison between RNA-Seq and Affymetrix™ Exon arrays has revealed that the chip method was more powerful at detecting and quantifying exons [18]. It was also demonstrated that microarray technologies could be used as a reliable routine diagnostic tool, thanks to the development of a small custom-made microarray able to predict disease outcome in breast cancer patients [19]. Following on that path, the aim of the present study was to develop a customized microarray enabling to detect both known and predictable AS events for a small number of genes involved in tumor growth and in the response to targeted anticancer therapies. To take advantage of the DNA chip experimental setup, we wished to improve the methodology by increasing the amount of probes, including exon-exon junction probes absent from Affymetrix™ Exon arrays, which would allow detecting virtually all AS events that could occur in this subset of genes.

Targeted anticancer therapies include drugs, such as inhibitors of tyrosine kinase or monoclonal antibodies (mAbs), which oppose cell growth signaling or tumor blood vessel development, promote the specific death of cancer cells, or stimulate the immune system. Among specific molecules with which targeted therapies interfere, the HER (human epidermal growth factor receptor) family regulates cell growth, survival, adhesion, migration and differentiation. Trastuzumab (Herceptin™), which was FDA-approved in 2000, was the first treatment using a humanized mAb to target the receptor tyrosine kinase encoded by the *HER2* oncogene, and is mainly used to treat breast cancers over-expressing this receptor [20,21]. Cetuximab (Erbitux™) and gefitinib (Iressa™) target HER1/EGFR (epithelial growth factor receptor), or its tyrosine kinase activity, respectively, and bevacizumab (Avastin™) blunts VEGF-A (vascular endothelial growth factor A) activity upon binding to the Gly88 residue from the extracellular domain [22]. AS transcript variants have been characterized for all these targets, especially for *VEGFA*[23-25], and could account for part of the inefficacy of the responses to mAbs. The PIK3/Akt pathway is a major signaling cascade downstream of the receptor tyrosine kinases. In addition, *VEGFA* expression is regulated by the hypoxia factor HIF-1α. The analyzed genes on this custom microarray include *AKT1-3*, *HER1-4*, *HIF1A*, *PIK3CA*, *PIK3R1-2*, *VEGFA-D*, and *PIR* that lies close to the *VEGFD* locus and could be fused to *VEGFD* upon read through transcription. Collectively, these genes can lead to the assembly of more than 100 mRNAs with protein-coding capacity ( http://www.ensembl.org). Hence, the response to targeted anticancer therapy will likely depend, at least in part, on the selection of specific combinations of protein targets derived from AS events.

In order to validate our custom DNA chip, we took advantage of the human lung adenocarcinoma H358 cell line that we previously engineered to conditionally over-express the pre-mRNA splicing enhancer protein SRSF2, which controls the splicing of *VEGFA* pre-mRNA [26], but also has a role in transcriptional elongation [27]. Positive results were further validated by specific quantitative RT-PCR in both H358 cells and human non-small cell lung carcinoma (NSCLC) samples that we previously showed to over-express the SRSF2 protein [28]. The repercussion of altered splicing on the amount of the HER1/EGFR protein and the response to gefitinib were analyzed in H358 cells.

## Results

### Validation of the splice-inducing ability of SRSF2

Using an E1A-based plasmid minigene in transient transfection experiments, we analyzed the splice-inducing ability of SRSF2 (Additional file 1: Figure S1). There was an up-regulation of the 13S PCR band associated with a down-regulation of the 9S band, indicating that SRSF2 over-expression could modify the balance of E1A-derived transcripts, as originally described [29].

### Cross validation with 44 k Agilent microarray

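The 44 k data come from 12 one-colour arrays of the Agilent Whole Human Genome design, hybridised with cyanine3-labelled cRNA from a clone of H358, a lung adenocarcinoma cell line, in which a Tet-responsive promoter drives SRSF2. In 6 arrays the cells are labelled control and in 6 they are labelled SRSF2 over-expression, which was induced with 1 µg/mL doxycycline for 24 hours. Whether the control cells received doxycycline is not said for these arrays in the paper's text. The arrays lie on 3 slides, with 2 arrays of both conditions on each slide, and each slide was scanned separately, so slide and condition are balanced. The authors deposited the scanner output of Agilent's Feature Extraction software for each array, which gives the background-subtracted intensity of every spot, and a table of log2 values. The arrays carry 41000 gene probes on 43376 spots. Between 54.2% and 67.8% of these spots were well above background on the control arrays (median 61.3%), and between 55.2% and 68.0% on the arrays labelled SRSF2 over-expression (median 63.1%). The 75th percentile of the signal lay between 893 and 1233 on the control arrays and between 1120 and 1256 on the others, and no spot was saturated. From the spot intensities, the log2 signal of each probe was computed relative to the 75th percentile of its array. Spots marked as outliers were set to missing, and a probe was kept when it was missing on at most 25% of the arrays and well above background on at least 5 of the 6 arrays of a condition, which left 24330 probes that are also in the authors' table and 1 that is not. The conditions were compared with limma and Benjamini-Hochberg adjustment, 6 arrays against 6. Table S3 gives 2 arrays for each labeling, so the arrays of a condition are not all separate labelings, and their number limits the precision. Whether the labelings came from separate cultures or RNA preparations is not said in the paper's text. The tests below take each array as a replicate, and 3 labelings against 3 would allow no exact p under 0.1. Where a probe was not well above background on every array of the dimmer condition, its change is also given as a bound, with the dimmer signal raised on each array to the lowest signal well above background.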

To analyze the gene expression changes triggered by over-expression of SRSF2 in H358 lung cancer cells, we performed an analysis using 44 k Agilent™ microarrays. These data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE50467. 

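SRSF2 was represented by 1 probe, A_23_P77776, which was well above background on all 12 arrays. Its log2 signal relative to the 75th percentile was 3.92 ± 0.10 (SD, n = 6) on the control arrays and 2.47 ± 0.10 (SD, n = 6) on the arrays labelled SRSF2 over-expression. The log2 fold change of -1.46 (standard error 0.06, limma adjusted p = 1.68e-09) runs against the label, and every value of the control arrays lay above every other value (exact permutation test, two-sided p = 0.00216, the smallest that 6 arrays against 6 allow). The directions of all other probes are therefore given as the arrays are labelled. The paper's Table S1 lists this probe as 2.76-fold down. SRSF8, a related gene formerly named SFRS2B, had 2 strongly reduced probes, A_23_P363426 with a log2 fold change of -1.81 and A_32_P17635 with -1.70. Its probe A_23_P116016 changed by -0.32. When the arrays were scaled on spike-in controls, a setting chosen after the data were seen, it changed by -0.11 (limma adjusted p = 0.75, the highest of all alternatives), and it did not pass the threshold with normexp either (0.086). The remaining probe, A_23_P116013, was well above background on 2 control arrays and on 0 of the others and was not tested.

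Among the probes kept, 1702 were deregulated by at least 2-fold at a limma adjusted p of at most 0.05, 896 of them up (52.6%) and 806 down (47.4%). Of the 1709 probes in the paper's Table S1, 1685 were called here in the same direction. Among the settings that kept the 2-fold threshold, the count moved most, to 328 probes, with normexp background correction. Scaling on the spike-in controls, chosen after the data were seen, gave 1601 probes up and 430 down, and raised the median log2 fold change of all probes by 0.21. With slide 1 left out, that scaling gave 883 up and 769 down.

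Ranked by the fitted log2 fold change, the 5 largest rises among named genes with separated arrays were those of CTBP1, LIMS3, CRYZL1, ALDH1A3 and GPR107. CTBP1 (A_32_P118655) rose at least 28.6-fold, with 2 of 6 control arrays well above background. LIMS3 (A_23_P365685) rose at least 30.5-fold, with 5 of 6 such control arrays. These bounds hold for the background-subtracted signal only, and with normexp the log2 fold change was 2.21 for CTBP1 and 2.81 for LIMS3. On the background-subtracted signal, CRYZL1 (A_24_P924836) rose at least 4.20-fold and ALDH1A3 (A_24_P917280) at least 5.16-fold, both with 0 control arrays well above background. Their rank is therefore not established, and neither passed the adjusted threshold with normexp. Another probe of CRYZL1 was called down. GPR107 (A_23_P388762) was measured on all arrays and had a log2 fold change of 3.75 (standard error 0.04), which was 2.33 with normexp. The 5 largest falls, ranked in the same way, were those of ANKRD11 (A_24_P324405, log2 fold change -2.75), LOC100128760 (A_24_P366535, -2.63), PTPRE, COL13A1 and CSF2 (A_23_P133408, -2.20). On the background-subtracted signal, PTPRE (A_24_P213503) fell at least 4.25-fold, with 2 of 6 arrays labelled SRSF2 over-expression well above background. Its rank is therefore not established, and it did not pass the threshold with normexp.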

A lot of genes were differentially expressed between SRSF2-over-expressing H358 lung cancer cells and H358 control cells (1,709 deregulated probes; ≥ 2.0 FC, P-value ≤ 0.05 by *t*-test with FDR; Additional file 2: Table S1), corresponding to 52% up- and 48% down-regulations. Hence, in addition to its already reported role in the regulation of *VEGFA* splicing, over-expression of SRSF2 led to the regulation of transcript abundance of many additional genes, including genes present on the 15 k custom chip (Additional file 3: Table S2), as demonstrated with the 44 k Agilent™ microarrays.

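VEGFA was measured by 4 probes that were well above background on every array. Probe A_24_P179400 rose from 0.19 ± 0.17 (SD, n = 6) on the control arrays to 1.24 ± 0.22 (SD, n = 6) on the arrays labelled SRSF2 over-expression, a log2 fold change of 1.05 (standard error 0.11, limma adjusted p = 3.12e-06). Probe A_23_P81805 rose from 1.45 ± 0.08 to 2.29 ± 0.07, a log2 fold change of 0.84 (standard error 0.05, limma adjusted p = 3.80e-08). For probe A_23_P70398 the log2 fold change was 0.54 (standard error 0.11, limma adjusted p = 0.00105), and this probe did not pass the adjusted threshold with normexp. The remaining probe, A_24_P12401, which is named after its values were seen, went the other way, with a log2 fold change of -0.20 that did not pass the threshold (limma adjusted p = 0.149). It passed it when the replicate number was taken as a block, so that the arrays were compared as paired (limma adjusted p = 0.0103), and with slide as a block (limma adjusted p = 0.00205). Its log2 fold change was 0.012 with normexp and 0.0075 with scaling on the spike-in controls, past the threshold with neither. From the deregulated probes the paper concludes that SRSF2 over-expression regulates the transcript abundance of many genes besides its reported effect on VEGFA splicing.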

### Validation of the labeling method: comparison of the 15 k custom and 44 k Agilent microarrays

The labeled cRNA yield and the specific activity of cyanine3 were examined for each of three labeling experiments (Additional file 4: Table S3). A comparison of the 15 k custom and 44 k commercial microarrays, with respect to Agilent™ probes present on both chips, was performed in order to validate the use of the labeling method with the 15 k custom microarray. The number of 15 k replicates using Quick Amp labeling was equal to 4 for each condition (control or SRSF2 over-expression), and the number of 44 k replicates was equal to 6 for each condition. 

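The 15 k fold changes below are the paper's (Table S4), since the 15 k arrays were not analysed here, and the 44 k fold changes were computed from the deposited arrays. Of the 313 probes of Table S4, 83 were up and 230 down on the 15 k chip, and 302 of them passed the filter on the 44 k arrays. All 302 had the same sign of log2 fold change on both chips, as did all 313 when dim probes were kept. The 44 k change had a limma adjusted p of at most 0.05 in 282 of the 302 probes, and 66 were also deregulated by at least 2-fold. Over all probes kept on the 44 k arrays, 57.7% had such an adjusted p. Over all alternatives, the number of probes with the same sign on both chips was lowest, at 292, with scaling on the spike-in controls, which was chosen after the data were seen. Across the 302 probes, the 44 k and 15 k log2 fold changes had a Pearson correlation of 0.97 and a Spearman correlation of 0.90 (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). Probes are not independent replicates, and the selection on the 15 k chip leaves out small changes. By the paper's account of the labelings, the 15 k arrays used cRNA from a labeling that was also put on 44 k arrays. The chips are therefore not independent, and a share of the correlation may come from that labeling. Within the probes that were up on the 15 k chip the Pearson correlation was 0.92, and within those that were down it was 0.82. The median size of the log2 fold change was 0.75 on the 44 k arrays and 0.87 in the paper's 15 k values.

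**Figure D1:**
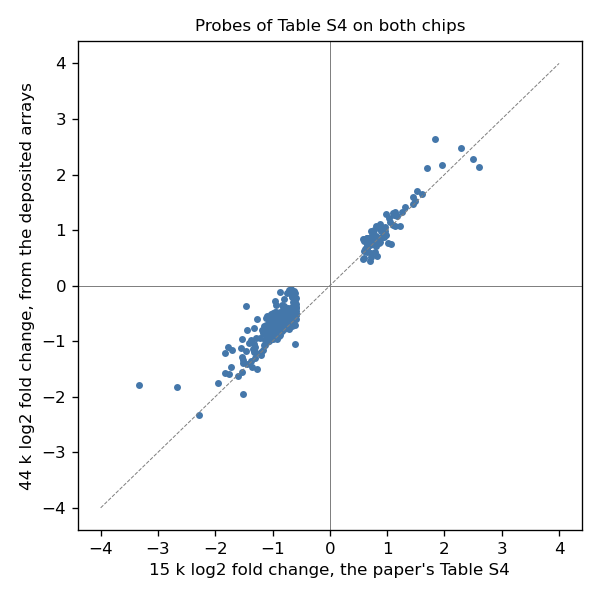
Log2 fold changes of the 302 probes of Table S4 kept on the 44 k arrays. Each point is a probe, the horizontal axis is the paper's 15 k log2 fold change, the vertical axis is the 44 k log2 fold change computed from the deposited arrays, and the dashed line marks equal values; all points lie in the quadrants where both signs are the same.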

We found that 313 Agilent™ probes (corresponding to 16% of the total number of Agilent™ probes on the 15 k chip) were deregulated on the 15 k custom microarray (≥ 1.5 FC, P-value ≤ 0.05), among which 310 (99%) had the same type of (up- or down-) regulation on the 44 k commercial microarrays (Additional file 5: Table S4). Pearson correlation between expression signals of these 313 common genes led to a coefficient of 0.89. Therefore, it was considered that Quick Amp labeling was validated for the 15 k custom microarray.

### Detection of the mRNA regulation

We analyzed the expression of the 16 selected genes present in the 15 k custom microarray, considering the expression of all custom probes for each gene (Table 1). Four genes (*HER4*, *PIK3CA*, *PIK3R1* and *VEGFD*) were not expressed; five genes (*AKT2*, *AKT3*, *HER2*, *PIK3R2* and *VEGFC*) were not differentially expressed; five genes (*AKT1*, *HER3*, *HIF1A*, *PIR* and *VEGFB*) were slightly down-regulated (≤ 1.5 FC, P-value ≤ 0.05); *HER1/EGFR* was more strongly down-regulated (≥ 1.5 FC, P-value ≤ 0.05), and *VEGFA* was up-regulated (≥ 1.5 FC, P-value ≤ 0.05) in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells. 

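The 16 selected genes have 26 probes on the 44 k arrays, of which 20 passed the filter, from 13 genes. At least 1 probe with a fold change of 1.1 or more and a limma adjusted p of at most 0.05 was found in 8 genes, and the count was also 8 adjusted over the list alone. Over all probes kept, 57.7% had such an adjusted p at any fold change. The count alone therefore does not set the selected genes apart. The paper's Table S2 was drawn from these arrays, so the overlap is not independent evidence. All 10 probes of Table S2 passed this threshold here in the paper's direction, and none of the other 10 tested probes did (log2 fold changes from -0.20 to 0.17, lowest limma adjusted p = 0.143). With slide as a block, 3 of these probes passed it, those of PIK3CA (A_23_P92057), VEGFA (A_24_P12401) and VEGFB (A_24_P55971), and PIK3CA was added to the genes. The PIK3CA probe differed by 0.39 on slide 1, -0.04 on slide 2 and 0.16 on slide 3. With slide 1 left out its log2 fold change was 0.061 (limma adjusted p = 0.425). A further probe, AKT2 A_23_P208870, passed the adjusted p but changed by less than 1.1-fold. These 4 probes were chosen for naming after their values were seen. So were the probes of AKT1 and HIF1A, which the paper calls slightly down-regulated on the custom chip. AKT1 (A_23_P2960) had a log2 fold change of 0.013 (standard error 0.095, limma adjusted p = 0.918). HIF1A (A_24_P56388) had one of 0.0072 (standard error 0.099, limma adjusted p = 0.956). Each gene has 1 probe on the 44 k arrays, and neither probe showed the fall. HER3 (A_23_P349416) had a log2 fold change of -0.79 (standard error 0.07, limma adjusted p = 4.62e-07). The changes of PIR (A_23_P137035) and VEGFB (A_23_P1594) were both -0.30, with limma adjusted p-values of 4.69e-05 and 0.000618. VEGFC (A_23_P167096) changed by -0.24 (limma adjusted p = 0.00083). The changes of AKT2 (A_24_P359267, -0.20, limma adjusted p = 0.0253) and PIK3R1 (A_24_P29401, 0.26, limma adjusted p = 0.021) were close to the spread between arrays, and in both genes the values of the 2 conditions overlapped. With the mean of the 2 arrays of a condition on a slide as 1 replicate, AKT2, VEGFC and PIK3R1 did not pass the threshold and 5 genes remained. That setting leaves out the pairing of the arrays by slide. With the same means and slide as a block, chosen after the data were seen, VEGFC and PIK3R1 passed it, AKT2 did not (limma adjusted p = 0.0541) and 7 genes were deregulated. In all 3 genes the difference had the same sign on each slide. With normexp only VEGFA and HER3 passed it. With scaling on the spike-in controls, chosen after the data were seen, only HER1/EGFR, HER3 and VEGFA did.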

A good concordance between the 15 k and 44 k microarray results was found: 8 out of the 16 genes present in 15 k custom chip were deregulated on 44 k chips (≥ 1.1 FC, P-value ≤ 0.05), considering Agilent™ probes, and showed the same type of regulation on the 15 k chip, considering custom probes (Additional file 3: Table S2).

**Table 1:** Gene expression changes in SRSF2-over-expressing H358 lung adenocarcinoma cells

**Gene regulation**	**Gene symbol**	**Control condition intensity**	**SRSF2 condition intensity**	**Regulation**	**Fold-change**	**P-value**
Up-regulated	*VEGFA*	9.25	9.99	up	1.67	3.38E-08
Down-regulated	*HER1/EGFR*	5.01	4.11	down	1.87	3.65E-06
Slightly down-regulated	*HER3*	2.33	1.78	down	1.47	3.98E-03
	*HIF1A*	6.48	6.06	down	1.33	2.04E-04
	*PIR*	7.01	6.62	down	1.32	1.82E-03
	*AKT1*	8.04	7.68	down	1.28	8.15E-05
	*VEGFB*	7.84	7.48	down	1.28	2.56E-04
Not regulated	*PIK3R2*	3.94	4.19	up	1.19	1.62E-01
	*AKT3*	2,00	1.91	down	1.06	6.18E-01
	*HER2*	4.89	4.81	down	1.05	4.01E-01
	*AKT2*	5.81	5.74	down	1.05	5.57E-01
	*VEGFC*	5.90	5.89	down	1.01	9.03E-01
Not expressed	*PIK3R1*	1.35	1.89	up	1.45	3.71E-02
	*VEGFD*	0.88	0.98	up	1.07	8.23E-02
	*HER4*	0.65	0.69	up	1.03	4.87E-01
	*PIK3CA*	1.79	1.78	down	1.01	8.58E-01

The expression and the regulation of the 16 genes were analyzed on the 15 k custom microarray in SRSF2-over-expressing H358 lung cancer cells in comparison to control cells. Some genes were not expressed; others were not differentially expressed. Five genes were slightly down-regulated (≤ 1.5 FC, P-value ≤ 0.05), and one gene (*HER1/EGFR*) was more strongly down-regulated (≥ 1.5 FC, P-value ≤ 0.05). Only one gene (*VEGFA*) was up-regulated in the SRSF2 over-expression condition (≥ 1.5 FC, P-value ≤ 0.05).

### Regulation events among the expressed genes

The bioinformatics analysis of the 15 k custom microarray showed that 30 custom probe sets from expressed genes were differentially expressed in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells (≥ 1.5 FC, P-value ≤ 0.05; Table 2). The low expressed deregulated probe sets were not considered. The regulation events corresponded to 70% down- and 30% up-regulations, mostly affecting cassette exons, but also 5′-untranslated regions and terminal or donor splice sites, of 9 genes among the 12 expressed genes (*AKT2*, *AKT3*, *HER1/EGFR*, *HER2*, *HER3*, *HIF1A*, *PIK3R2*, *VEGFA* and *VEGFB*). Regulations were associated with a high, medium or low confidence, depending on the regulation of probes close to the deregulated probe sets. A list of supporting evidences (Additional file 6: Table S5) was defined corresponding to the regulations that were not always statistically relevant, but confirmed the deregulation of some probe sets. Consequently, these regulations were associated with a high confidence. On the contrary, the confidence was considered as low if neighboring probes were not deregulated or if their regulation was opposite. The regulations associated with a high fold-change and corresponding to unknown and predicted pre-mRNA splicing events could be of special interest.

**Table 2:** Deregulated probe sets in SRSF2-over-expressing H358 lung adenocarcinoma cells

**Gene symbol**	**Region name**	**Region type**	**Confidence**	**Regulation**	**Fold-change**	**P-value**	**RT-PCR**
*AKT2*	je14_e15_5p_region	Junction	Low	Down	1.63	1.36E-02	No
***AKT3***	**je7_e8**	**Junction**	**High**	**Down**	**5.99**	**2.07E-05**	**Yes**
***AKT3***	**e8**	**Exon**	**High**	**Down**	**4.19**	**4.10E-03**	**Yes**
***HER1/EGFR***	**je16_e19**	**Junction**	**High**	**Down**	**3.66**	**1.42E-03**	**Yes**
*HER1/EGFR*	predict_exon_1_2-10	Exon	Medium	Up	33.98	0.00E + 00	No
*HER1/EGFR*	est_1_2	Exon	Medium	Up	17.35	1.00E-09	No
*HER1/EGFR*	predict_exon_2_3-1	Exon	Medium	Up	4.97	5.51E-05	No
*HER1/EGFR*	e26	Exon	Medium	Down	2.64	2.30E-03	No
*HER1/EGFR*	ae1_donor_alter	Donor_alter	Medium	Up	5.55	5.40E-03	No
*HER1/EGFR*	je14_e15	Junction	Low	Down	1.87	1.05E-02	No
*HER1/EGFR*	je12_e13	Junction	Low	Down	1.76	1.13E-02	No
*HER2*	ae10_prom_alter	Prom_alter	Medium	Down	2.73	2.32E-02	No
*HER3*	je22_ae23_acceptor_alter_l	Junction	Low	Up	1.68	3.33E-02	No
***HIF1A***	**je10_e11**	**junction**	**High**	**Down**	**1.87**	**1.66E-05**	**Yes**
***HIF1A***	**e10**	**Exon**	**High**	**Down**	**1.62**	**3.65E-02**	**Yes**
***HIF1A***	**e9**	**Exon**	**High**	**Down**	**1.56**	**4.78E-02**	**Yes**
*HIF1A*	e5	Exon	Low	Down	2.07	1.23E-02	No
*HIF1A*	je1_5p_region_ae3_acceptor_alter	Junction	Low	Down	1.56	1.64E-02	No
*HIF1A*	je14_e16	Junction	Low	Up	2.22	2.08E-02	No
*PIK3R2*	e6	Exon	High	Down	1.97	7.61E-05	No
*PIK3R2*	je5_e6	Junction	High	Down	3.95	3.98E-04	No
*PIK3R2*	je7_e8	Junction	Low	Down	1.68	2.14E-03	No
*PIK3R2*	e9	Exon	Low	Down	1.74	3.34E-03	No
*PIK3R2*	je2_e3	Junction	Low	Down	1.58	4.36E-02	No
***VEGFA***	**e4_term_alter**	**Term_alter**	**High**	**Up**	**10.18**	**7.43E-08**	**Yes**
***VEGFA***	**ae6_donor_alter_2**	**Donor_alter**	**High**	**Down**	**2.44**	**4.18E-07**	**Yes**
***VEGFA***	**jae6_donor_alter_2_e7**	**Junction**	**High**	**Down**	**1.93**	**4.96E-03**	**Yes**
***VEGFA***	**ae7_donor_alter**	**Donor_alter**	**High**	**Up**	**1.80**	**6.98E-04**	**Yes**
*VEGFA*	e7	Exon	Low	Up	1.50	4.00E-04	No
*VEGFB*	je2_e3	Junction	Low	Down	1.62	6.47E-05	No

A list of the 30 differentially expressed and deregulated custom probe sets (≥ 1.5 FC, P-value ≤ 0.05) from expressed genes among the 16 analyzed genes in SRSF2-over-expressing lung cancer cells in comparison to control cells on the 15 k custom microarray is presented. The regulations were associated with a high, medium or low confidence, depending on the regulation of probes in the vicinity of the deregulated probe sets. According to the results with a high confidence (in bold characters), we expect an up-regulation of exon 7 and a down-regulation of exon 8 for *AKT3*, a multiple exon skipping for *HER1/EGFR*, a skipping of both exons 9 and 10 for *HIF1A*, an alternative polyadenylation in intron 4, and alternative donor sites for exons 6 and 7 for *VEGFA*.

### Validation of regulation events by real-time polymerase chain reaction

Quantitative RT-PCR was used to measure the expression of 9 genes deregulated on both the 15 k custom and the 44 k commercial microarrays, and the differential expression of all genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells was analyzed with RNA isolated independently from that used for chip hybridization (Additional file 7: Table S6). These results confirmed the validity of our experimental approach used to analyze the 15 k custom microarray. 

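Of these 9 genes, 6 were well above background on all 44 k arrays. ATAD2 (A_23_P216068) had a log2 fold change of 0.74 (standard error 0.05, limma adjusted p = 1.34e-07). Among these 6, COL13A1 (A_23_P1331) had the largest fall, from -0.64 ± 0.12 (SD, n = 6) to -2.97 ± 0.20 (SD, n = 6). Its log2 fold change was -2.33 (standard error 0.09, limma adjusted p = 8.17e-10). The log2 fold changes of RRAD (A_23_P88849), TRPT1 (A_23_P98248), BCR (A_24_P873764) and HIST1H4D (A_23_P395374) were -1.46, -1.35, -1.28 and -1.17, with limma adjusted p-values from 3.96e-10 to 1.66e-05. The other genes were dim in one condition. LPCAT1 (A_24_P941947) rose at least 2.88-fold, with 1 of 6 control arrays well above background, while another LPCAT1 probe was called down. MUSTN1 (A_24_P272310) fell at least 2.29-fold, with 1 of 6 arrays labelled SRSF2 over-expression well above background. RP1 (A_23_P59967) fell at least 2.00-fold, with 5 of 6 control arrays and 0 of the others well above background. In all 9 genes the 6 values of one condition lay apart from the 6 of the other (exact permutation test, two-sided p = 0.00216). The bounds for LPCAT1, MUSTN1 and RP1 hold for the background-subtracted signal only. Without background subtraction, the fold changes were 1.85 for LPCAT1, 1.79 for MUSTN1 and 1.69 for RP1. With normexp they were 1.10, 1.79 and 1.79, in the same direction but not past the adjusted threshold.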

Ten out of the 30 deregulated probe sets were selected according to their high confidence (Table 2), and concerned 4 genes, including *AKT3*, *HER1/EGFR*, *HIF1A* and *VEGFA* (Figure 1). The results of quantitative RT-PCR experiments are shown in Table 3. Relative mRNA levels were normalized to control gene mRNA levels or a fold-change was calculated comparing to a reference event. For *HER1/EGFR*, we showed a down-regulation of one of the transcripts (last exon > e20) in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells. For *AKT3*, we validated the up-regulation of exon 7 and the down-regulation of exon 8; that is because the e7+/e8- transcript was over-expressed as compared to the e7+/e8+ transcript including both exons. For *HIF1A*, the up-regulation for two (e9+/e10- and e9-/e10-) of the three alternative transcripts compared to the e9+/e10+ transcript led us to conclude that both exons 9 and 10 were down-regulated. For *VEGFA*, we validated the alternative polyadenylation in intron 4 by an over-expression of the smaller transcript (last exon = e4) in comparison to the longer transcript (last exon > e5). We also confirmed the alternative donor site for the exon 6 by an up-regulation of the "alternative donor e6" transcript in comparison with the "constitutive donor e6" transcript.

**Figure 1:**
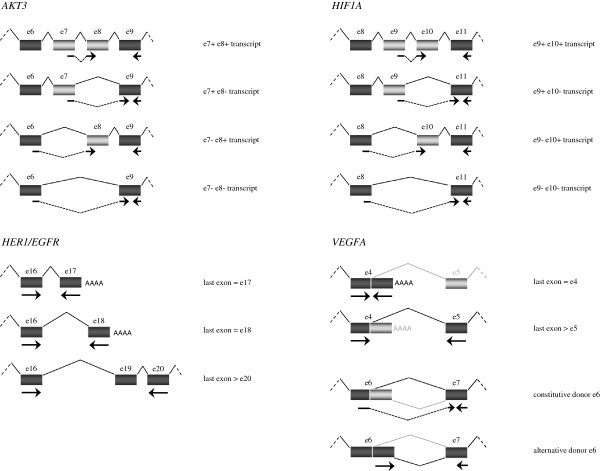
**Alternative splicing events induced by SRSF2 over-expression in H358 lung adenocarcinoma cells.** The *AKT3*-derived mRNAs in the exon 6–9 region, the *HIF1A*-derived mRNAs in the exon 8–11 region, and the various last exons for *HER1/EGFR* and *VEGFA* are depicted. The arrows show the position of the primers designed and used for validation of the splicing events detected by the 15 k custom gene chip.

**Table 3:** Quantitative RT-PCR validation in SRSF2-over-expressing H358 lung adenocarcinoma cells

**SRSF2 Condition *vs*. Control condition**					
Gene	Calculation	Transcript	Expression	Observed transcript regulation	Expected transcript regulation
*HER1/EGFR*	Relative expression	Last exon = e17	n/a	Not expressed	No expression
		Last exon = e18	0.91	Not regulated	Over-expression
		Last exon > e20	0.42	Under-expressed	Under-expression
*AKT3*	Fold-change	e7+ e8- *vs*. e7+ e8+	1.46	Over-expression of e7+ e8-	Over-expression of exon 7 and under-expression of exon 8
		e7- e8+ *vs*. e7+ e8+	-1.19	No regulation of e7- e8+	
		e7- e8- *vs*. e7+ e8+	n/a	No expression of e7- e8-	
*HIF1A*	Fold-change	e9+ e10- *vs*. e9+ e10+	1.91	Over-expression of e9+ e10-	Under-expression of exon 10
		e9- e10+ *vs*. e9+ e10+	-1.52	Under-expression of e9- e10+	Under-expression of exon 10
		e9- e10- *vs*. e9+ e10+	1.82	Over-expression of e9- e10-	Under-expression of exons 9 and 10
*VEGFA*	Fold-change	Last exon = e4 *vs*. last exon > e5	18.93	Over-expression of "last exon = e4"	Over-expression of exon 4
*VEGFA*	Fold-change	Alternative *vs*. constitutive donor e6	14.46	Over-expression of "alternative donor e6"	Over-expression of alternative donor

The regulation of the 10 selected deregulated custom probe sets was analyzed by quantitative RT-PCR in SRSF2-over-expressing lung cancer cells in comparison to control cells. Relative mRNA levels were normalized to that of *beta*-2-microglobulin or a fold-change was calculated comparing to a reference event. The cut-off value was equal to 1.40. n/a: not available.

### HER1/EGFR protein expression analysis

The 15 k custom microarray predicted multiple exon skipping in the 3′ region of *HER1/EGFR* in SRSF2-over-expressing H358 lung cancer cells, which was confirmed by quantitative RT-PCR. These observations led us to test whether these splicing events would have an impact on the amount of the HER1/EGFR protein. Western blotting analysis was performed using various anti-EGFR antibodies directed against the N-terminal (31G7) or the C-terminal (D38B1) portion of the protein, as well as against the phosphorylated active form of EGFR (P-HER1/EGFR-Tyr1068). The results demonstrated that SRSF2 overexpression in H358 cells led to a decrease in EGFR protein amount, as detected using all antibodies (Figure 2). These data suggested that SRSF2-regulated *EGFR* pre-mRNA splicing strongly affects EGFR protein expression.

**Figure 2:**
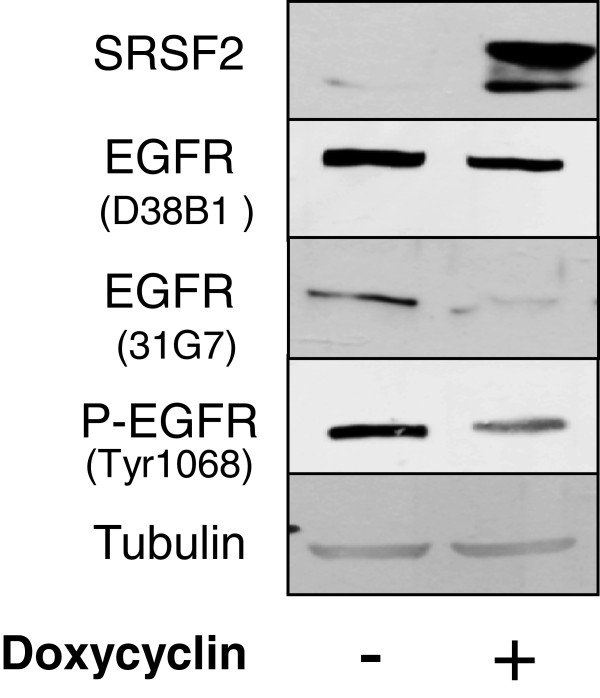
**Western blot analysis of HER1/EGFR expression.** HER1/EGFR and P-HER1/EGFR (Tyr1068) protein levels were analyzed in H358/Tet-On/SRSF2 inducible H358 clone by western blotting. Tubulin was used as a loading control.

In addition, H358 cells express a wild-type EGFR protein and are resistant to apoptosis in response to EGFR tyrosine kinase inhibitors such as gefitinib. In order to determine if SRSF2-induced EGFR protein down-regulation could modify the response of H358 cells to gefitinib, we performed a dose–response of the drug in the presence or absence of SRSF2 induction (Figure 3). As expected, a 24 hours-treatment with gefitinib significantly prevented EGFR-Tyr1068 phosphorylation in these cells, but only partially engaged apoptosis at the higher concentration, which was detected by poly-ADP ribose polymerase (PARP) processing. However, caspase-3 was never activated in gefitinib-treated cells. Of note, at the highest gefitinib concentration, a reduction in the amount of total EGFR together with the appearance of protein bands of smaller sizes was observed when using the 31G7 antibody mainly. These data suggested that EGFR could be processed in response to high gefitinib doses. Importantly, when SRSF2 was overexpressed in gefitinib-treated cells, the decrease in EGFR protein amount was more pronounced and apoptosis was strongly engaged, as evidenced by procaspase-3 and PARP cleavages (Figure 3). This result indicated that SRSF2, through its ability to control EGFR protein expression, sensitizes H358 cells to the apoptosis induced by EGFR tyrosine kinase inhibitors.

**Figure 3:**
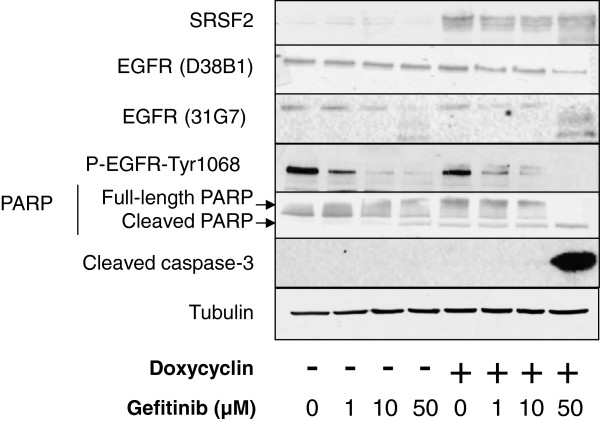
**Effects of SRSF2 overexpression on the response to gefitinib in H358 lung adenocarcinoma cells.** The H358/Tet-On/SRSF2 inducible H358 clone was treated or not for 24 hours with increasing concentrations of gefitinib as indicated, in the presence (+) or absence (-) of 1 μg/mL doxycyclin. Western blot analysis was performed using the indicated antibodies. Apoptosis was analyzed by the detection of PARP or caspase-3 activation. Tubulin was used as a loading control.

### Alternative splicing events in lung cancer biopsy samples

Finally, we aimed at extending some of our *in vitro* data to cancer tissues. For this purpose, we took advantage of the cancer-associated over-expression of SRSF2, as it may occur in NSCLC [28]. SRSF2 and phospho-SRSF2 expression scores (0–300) were established in 10 NSCLC biopsy samples (Table 4A) by multiplying the percentage of labeled tumor cells (0 to 100%) by the staining intensity (0, null; 1, low; 2, moderate; 3, strong). Interestingly, the three NSCLC samples with the highest SRSF2 and phospho-SRSF2 scores all displayed a drop in the *HER1/EGFR* "last exon > e20" transcript, as determined by quantitative RT-PCR, similarly to what occurred in lung cancer cells. We also analyzed the occurrence of the *AKT3*, *HIF1A* and *VEGFA* splicing events in NSCLC biopsy samples (Table 4B). For several samples, we observed an over-expression of exon 7 and an under-expression of exon 8 of *AKT3*, and an over-expression of exon 4 and alternative exon 6 donor splice site for *VEGFA*. Although the relationships between SRSF2 status and these splicing events were less clear in these cases, maybe owing to the small number of samples, these data validated, in cancer samples, some of the pre-mRNA splicing events detected in the SRSF2-over-expressing H538 cell line. The results were inconclusive for *HIF1A*, possibly reflecting heterogeneity among the NSCLC samples with respect to expression of this gene.

**Table 4:** Quantitative RT-PCR validation in non small cell lung carcinoma samples

**A**													
**Sample**			**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**9**	**10**	
SRSF2 Protein Score			**270**	**270**	**240**	180	160	140	120	100	60	n/a	
Phospho-SRSF2 Protein Score			**270**	**270**	**270**	100	100	90	60	100	40	n/a	
**B**													
			**Non small cell lung carcinoma *vs*. normal lung tissue**										
Gene	Calculation	Transcript	**1**	**2**	**3**	4	5	6	7	8	9	10	Observed Transcript Regulation
*HER1/EGFR*	Relative expression	Last exon = e17	**n/a**	**n/a**	**n/a**	n/a	7.17	n/a	n/a	16.15	2.52	n/a	Not expressed or over-expressed
		Last exon = e18	**2.69**	**n/a**	**1.86**	2.27	5.13	6.86	2.23	15.16	3.01	66.18	Over-expressed
		Last exon > e20	**0.15**	**0.29**	**0.20**	6.71	6.99	21.45	0.10	5.39	2.46	n/a	Over-expressed or under-expressed
*AKT3*	Fold-change	e7+ e8- *vs*. e7+ e8+	**0.84**	**1.46**	**1.16**	1.37	1.08	1.76	1.29	1.47	1.47	2.28	Over-expression or no regulation
		e7- e8+ *vs*. e7+ e8+	**n/a**	**1.33**	**n/a**	1.35	n/a	n/a	n/a	0.38	n/a	n/a	Low expression of e7- e8+
		e7- e8- *vs*. e7+ e8+	**n/a**	**n/a**	**n/a**	n/a	n/a	n/a	n/a	n/a	n/a	n/a	No expression of e7- e8-
*HIF1A*	Fold-change	e9+ e10- *vs*. e9+ e10+	**0.63**	**0.54**	**1.63**	1.40	0.79	1.77	0.87	1.22	1.20	1.15	Depending on biopsy samples
		e9- e10+ *vs*. e9+ e10+	**1.87**	**n/a**	**n/a**	1.06	n/a	n/a	n/a	n/a	1.14	1.77	Depending on biopsy samples
		e9- e10- *vs*. e9+ e10+	**0.57**	**0.73**	**1.55**	1.49	0.84	1.88	0.79	1.99	0.76	1.01	Depending on biopsy samples
*VEGFA*	Fold-change	Last exon = e4 *vs*. Last exon > e5	**1.33**	**1.21**	**1.54**	1.92	0.84	2.22	10.37	2.73	1.21	1.09	Over-expression or no regulation
*VEGFA*	Fold-change	Alternative *vs*. constitutive donor e6	**3.50**	**3.33**	**5.25**	3.99	n/a	n/a	19.22	14.29	n/a	45.68	Over-expression

The regulation of the 10 selected deregulated custom probe sets was analysed by quantitative RT-PCR in 10 non small cell lung carcinoma – normal sample pairs (patients numbered from 1 to 10). SRSF2 protein expression levels in biopsy samples were analysed by immunohistochemistry in a previous study. A score (0–300) was established for SRSF2 and phosphorylated SRSF2 (P-SRSF2). Patients with scores ≥ 150 and > 175 were those over-expressing SRSF2 and P-SRSF2 proteins respectively, as compared to normal lung tissues. Patients in bold characters over-expressed both proteins. n/a: not available.

Relative mRNA levels were normalised to that of *beta*-2-microglobulin or a fold-change was calculated comparing to a reference event. The cut-off value was equal to 1.40. n/a: not available. Patients in bold characters over-expressed both SRSF2 and phospho-SRSF2 proteins (see Table 4A).

## Discussion

In this study, we designed a custom gene expression microarray amenable to the study of alternative pre-mRNA splicing (AS) events of a selection of genes involved in the response to targeted anticancer therapies. This approach was preferred to commercial microarrays, such as the Human Exon 1.0 ST arrays (Affymetrix™) because it allowed a deeper analysis of AS, in this case of a small number of genes highly relevant from a clinical standpoint. Indeed, it is clear that our custom splice-sensitive microarray could theoretically detect many more events than Affymetrix™ Exon Arrays (Table 5), considering probe length, probe number and, especially, exon-exon junction probes, which were not present on Affymetrix™ Exon Arrays. At a practical level, several high confidence events revealed, thanks to exon-exon junction probes, specific splicing events (Table 2). For example *AKT3* je7_e8, *HER1/EGFR* je16_e19 or *HIF1A* je10_e11 junction-specific events would have been undetected on Affymetrix™ arrays. In addition, selecting only the high confidence events, the regulations observed through the chip analysis were confirmed by quantitative RT-PCR, emphasizing the robustness of both the technical and the analytical tools used in this study. Nevertheless, we anticipate that RNA-Seq methodologies will probably soon be another, reliable, means for characterizing AS throughout the transcriptome [30,31].

**Table 5:** Comparison of gene coverage between the custom gene chip and the Affymetrix™ Exon Array

**Gene**	**Custom array (present study)**		**Affymetrix™ Exon array**	
	**Nb probes (exonic/junction)**	**Average probe length (bp)**	**Nb probes (exonic/junction)**	**Average probe length (bp)**
HIF1A	123 (85/38)	42.4	80 (80/0)	25.0
VEGFA	90 (64/26)	42.3	60 (60/0)	25.0

The numbers of probes and their average length are shown for both the HIF1A and VEGFA genes.

We are aware of only one study that used a designed chip to analyze the occurrence of splicing variants which, in that case, corresponded to AS events from a single gene, *CIZ1*, encoding a Cip1-interacting zinc finger protein [32]. This approach led to the identification of a splice variant that may be specific for pediatric cancer. There is an absolute need for predictive biomarkers of therapeutic responses, especially targeted anticancer therapies, as many patients do not respond or acquire resistance. For instance, VEGF-A isoforms may not respond identically to anti-VEGF-A mAbs (bevacizumab). In fact, the co-occurrence of both pro-angiogenic (VEGF-A_xxx_) and anti-angiogenic (VEGF-A_xxx_b) splice isoforms might restrict the therapeutic response [33-37]. In addition, the occurrence of soluble EGFR isoforms, as detected in meningiomas [38], presumably unresponsive to tyrosine kinase inhibitor therapy, might also dampen the therapeutic response. Furthermore, an exon 4-lacking EGFR variant mRNA was associated with an increased metastatic potential, a molecular event that would likely have been detected with our splice-sensitive microarray [39]. Hence, in addition to providing a comprehensive picture of splicing events and potential therapy response, our chip could also help predicting clinical outcome, based on the detection of pro-metastatic mRNA species. Nevertheless, beyond the concept, more predictive studies should be performed to make our splice-screening methodology an efficient therapy selecting option.

We showed that SRSF2 has an effect on transcriptional regulation and on AS of several genes analyzed in this study. 

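On the 44 k arrays, the changes of both genes could be compared within each slide, between 2 arrays of either condition. For HER1/EGFR (A_23_P215790), the difference between the arrays labelled SRSF2 over-expression and the control arrays was -0.82 on slide 1, -1.04 on slide 2 and -0.72 on slide 3 on the log2 scale. For VEGFA, probe A_24_P179400 differed by 1.21, 1.08 and 0.85, and probe A_23_P81805 by 0.87, 0.84 and 0.80, on slides 1, 2 and 3. Its probe A_23_P70398 differed by 0.65, 0.55 and 0.42, and its probe A_24_P12401 went the other way on each slide, by -0.06, -0.30 and -0.25. The SRSF2 probe A_23_P77776, which goes against the label, had a mean of 3.85 on the control arrays and 2.35 on the others on slide 2, and differed by -1.46 on slide 1 and -1.41 on slide 3.

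**Figure D2:**
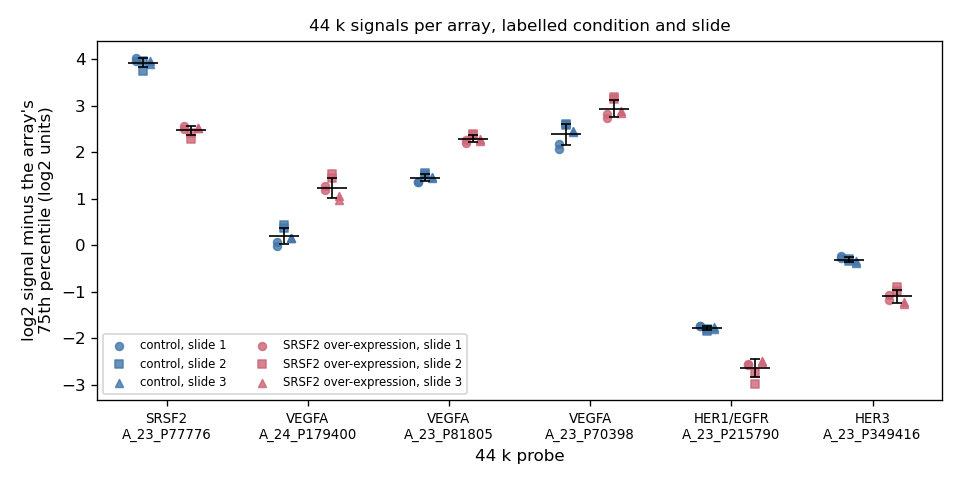
Log2 signal minus the 75th percentile of the array for 6 probes, those of SRSF2, HER1/EGFR and HER3 and the 3 VEGFA probes of Table S2, with a point for each of the 12 arrays, coloured by labelled condition and shaped by slide. Black bars give the mean and SD of the 6 arrays of a condition; the 2 conditions do not overlap in any of these 6 probes, and SRSF2 is lower on the arrays labelled SRSF2 over-expression.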

Notably, SRSF2 over-expression modified *HER1/EGFR* and *VEGFA* expression in H358 lung cancer cells. Using patient-derived material, we observed that strong SRSF2 over-expression in NSCLC is associated with splicing alterations of the *HER1/EGFR* and *VEGFA* transcripts, as predicted from the results in the SRSF2-over-expressing H358 lung cancer cell line. In addition, *HER1/EGFR* splicing events have also been identified in lung adenocarcinomas [40], lending support to our results. The observation that the increase in SRSF2 protein level induced massive procaspase-3 cleavage when associated with gefitinib in H358 cells, which express wild-type and non amplified EGFR protein, may be particularly relevant for patients with lung adenocarcinomas without EGFR mutations, as one of the challenges is to understand why only some of them respond to EGFR tyrosine kinase inhibitors.

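The HER1/EGFR probe of the 44 k arrays had a log2 signal, relative to the 75th percentile of the array, of -1.78 ± 0.04 (SD, n = 6) on the control arrays and -2.64 ± 0.19 (SD, n = 6) on the arrays labelled SRSF2 over-expression. The log2 fold change was -0.86 (standard error 0.08, limma adjusted p = 1.04e-06), a 1.82-fold fall. It was -0.67 with normexp, where it did not pass the adjusted threshold (limma adjusted p = 0.164, against 1.24e-07 to 0.164 over the settings fixed in advance). With scaling on the spike-in controls, chosen after the data were seen, it was -0.65 (limma adjusted p = 0.0257). The western blots were not analysed here.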

The expression level of *HER1* mRNA, measured through analysis of the 44 k Agilent™ chip, and the western blotting analysis of the protein, showed a good correlation in response to SRSF2 over-expression. In this specific case, use of the custom 15 k chip would not have been more predictive. Nevertheless, it is doubtless that AS, analyzed globally for all genes from the chip, will provide a lot more information on both transcript abundance and structure, allowing defining a prognostic indicator of response to antibody-based therapy [41]. An important challenge will be to develop specific antibodies to detect full length or modified proteins encoded by AS-derived transcripts. Alternatively, mass spectrometry proteomics could be used to identify and quantify such proteins [42]. The custom chip analysis could thus ideally supplement immunology- or proteomics-based approaches aimed at looking for the expression of protein targets. Our DNA gene chip could also be used to analyze the effect of other triggers, such as over-expression or silencing of other splice-modifying proteins, or treatment with drugs, especially anticancer drugs, which can profoundly affect pre-mRNA splicing [3,43].

## Conclusion

Our results describe, for the first time, the design and validation of a custom splice-sensitive microarray to detect AS events occurring in genes involved in the response to targeted anticancer therapies. Such an experimental setup could help clinicians choose anticancer drugs depending on the tumor expression of gene targets with proficient mRNA structures.

## Methods

### Custom microarray design

A custom microarray was designed taking advantage on the 15 k Whole Human Genome microarray, available from Agilent™ (Agilent, Massy, France). Among the Agilent™ probes initially loaded on the chip, 11,881 (Additional file 8: Figure S2) were substituted by custom oligonucleotides, corresponding to known and predicted exons, introns and junctions of 16 selected genes, among which there were members of the AKT (*AKT1*, *AKT2*, *AKT3*), HER (*HER1/EGFR*, *HER2*, *HER3*, *HER4*), PIK3 (*PIK3CA*, *PIK3R1*, *PIK3R2*) and VEGF (*VEGFA*, *VEGFB*, *VEGFC*, *VEGFD*) families, but also *HIF1A* and *PIR*. On the microarray, the majority (60%) of custom probes had a length of 40 bp; some were shorter (down to 22 bp; 8%); others were longer (up to 50 bp; 26%), which was mostly the case of the probes for exon-exon junctions. This was especially important to insure a good detection of alternative 5′ and 3′ splice sites, *i.e.* alternative exon boundaries. Each custom probe length was adjusted to 60 bp with linker addition. The other 3,863 probes on the microarray corresponded to replicates of commercial Agilent™ probes (genes or controls). As a whole, the expression of 1,967 distinct genes can be analyzed with our chip.

### Cell culture and RNA extraction

The H358 human lung adenocarcinoma cell line was cultured as described previously [44]. The H358/Tet-On/SRSF2 inducible clone, conditionally over-expressing the SRSF2 splicing factor under the control of a Tet-responsive promoter, has been described previously [44,45]. SRSF2 over-expression was induced upon 24 hours treatment with 1 μg/mL doxycycline (Additional file 9: Figure S3). Gefitinib was added to the cells at the indicated final concentrations for 24 hours. Total RNA was isolated using the Trizol reagent (Invitrogen, Cergy-Pontoise, France), according to the manufacturer’s instructions. RNA purity and integrity were determined by measuring the optical density ratio (A260/A280) and the RNA integrity number (RIN) using the RNA 6000 Nano LabChip (Agilent™) and the 2100 Bioanalyzer (Agilent™). Only RNA samples with a 28S/18S ratio > 1.0 and RIN ≥ 7.0 were used for microarray analyses.

### Plasmid transfection and minigene analysis

An E1A reporter minigene-containing plasmid (pXJ41-E1A) to study the effect of splice modifier proteins was used to further validate the effect of SRSF2 protein over-expression. The plasmid was transfected using Lipofectamine 2000 (Invitrogen). Cells were harvested 24 hours after transfection, and total RNA was extracted using the RNeasy Mini kit (Qiagen, Courtabœuf, France), according to the manufacturer’s instructions. The RNAs (200 ng) were further used for first-strand cDNA synthesis with the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Courtabœuf, France). For the detection of E1A splice variants, PCR amplification was performed using primers 5′-TTT-GGA-CCA-GCT-GAT-CGA-AG-3′ and 5′-AAG-CTT-GGG-CTG-CAG-GTC-GA-3′, and PCR products were analyzed by agarose gel electrophoresis.

### Microarray hybridization

Analyses of the H358/Tet-On/SRSF2 mRNA content were performed on both the 15 k custom microarray and the 44 k Whole Human Genome microarray (Agilent™) that contains roughly 41,000 probes, providing full coverage of human transcripts. Double-stranded cDNA was synthesized from 500 ng of total RNA using the Quick Amp Labeling kit, One-color, as instructed by the manufacturer (Agilent™). Labeling with cyanine3-CTP, fragmentation of cRNA, hybridization and washing were performed according to the manufacturer’s instructions. The microarrays were scanned and the data were extracted with the Agilent™ Feature Extraction Software.

### Gene expression analysis

The bioinformatics analysis of the 15 k custom microarray data and the comparison of 15 k chip results with 44 k commercial chip results were performed by GenoSplice technology™. Concerning the 15 k custom microarray data analysis, data were normalized using median normalization based on Agilent™ control genes. Gene expression level was assessed using constitutive probes only (*i.e*., probes targeting regions that are not known to be alternative regions). For each gene of interest, all possible splicing patterns were defined and analyzed. All types of alternative events can be analyzed: alternative first exons, alternative terminal exons, cassette exons, mutually exclusive exons, alternative 5′ donor splice sites, alternative 3′ acceptor splice sites, and intron retentions. Analyses were performed using unpaired Student’s *t*-test on the splicing-index as previously described [46,47]. Results were considered statistically significant for unadjusted P-values ≤ 0.05 and fold-changes ≥ 1.5. After bioinformatics analysis of microarray data, a manual inspection using the GenoSplice EASANA™ interface was conducted to select high-confidence events. An alternative 44 k bioinformatics analysis was carried out. Raw gene expression data were imported into the GeneSpring GX 11.0.2 software program (Agilent™). Genes with missing values in more than 25% of the samples were excluded from the analysis. A 2-fold cut-off difference was applied to select the up- and down-regulated genes (P-value ≤ 0.05 by *t*-test with Benjamini-Hochberg false discovery rate).

### Real-time polymerase chain reaction analysis

Regulation events detected in the 15 k custom and 44 k commercial microarrays were analyzed by quantitative RT-PCR using RNA isolated from cell preparations separate from those originally used for microarray hybridization. Reverse transcription was performed as instructed by the manufacturer (Applied Biosystems), as described previously, and quantitative RT-PCR was conducted using the SYBR GREEN PCR Master Mix (Applied Biosystems), according to the manufacturer’s instructions, with an ABI 7300 real-time PCR system (Applied Biosystems). All determinations were performed in duplicate, normalized against *beta*-2-microglobulin or *GAPDH* as internal control genes. These reference transcripts were found to be stable when surveyed in several cell culture systems (data not shown). The results were expressed as the relative gene expression using the ∆∆Ct method [48]. The fold-change was also calculated comparing to a reference event. The sequences of the primers used for the 15 k custom microarray validation are presented in Additional file 10: Table S7.

### Protein extraction and western blotting analysis

The antibodies used in this study included anti-SRSF2 (4 F11) from Euromedex, anti-EGFR (31G7) from Invitrogen, anti-HER1/EGFR (D38B1) and anti-P-HER1/EGFR (Tyr1068) (D7A5) from Cell Signaling. For immunoblotting, cells were lysed in RIPA buffer [150 mM NaCl, 50 mM Tris HCl pH 8, 0.1% SDS, 1% Nonidet P40, 0.5% Na deoxycholate, 0.1 mM PMSF, 2.5 μg/mL pepstatin, 10 μg/mL aprotinin, 5 μg/mL leupeptin, 0.2 mM Na_3_VO_4_] for 30 minutes on ice and pelleted. Protein concentration was determined using the Biorad DC protein assay. Proteins (40–80 μg) were then separated in 10% SDS-PAGE gels and electroblotted onto PVDF membranes. Membranes were incubated overnight at +4°C with primary antibodies and proteins were detected using horseradish peroxidase-conjugated goat antibodies (Jackson Immunoresearch Laboratories, West Grove, PA, USA). After washing, the blots were revealed using the ECL chemiluminescence method (Amersham, Les Ulis, France). Tubulin was used as a loading control.

### Human samples

Tissue samples were collected from resection of lung tumors, and stored for scientific research in a biological resource repository (Centre de Ressources Biologiques, CHU Albert Michallon, Grenoble Hospital). National ethical guidelines were followed. All patients enrolled provided written informed consent. Tissue banking and research conduct was approved by the Ministry of Research (approval AC-2010-1129) and by the regional IRB (CPP 5 Sud Est). Protein and RNA samples were isolated and analysed as described above.

## Abbreviations

AS: Alternative pre-mRNA splicing; FC: Fold-change; FDR: Benjamini-Hochberg false discovery rate; mAbs: monoclonal antibodies; NMD: nonsense mediated decay; NSCLC: Non-small cell lung carcinoma.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MP performed the RT-PCR validation of microarray hybridization results, performed the E1A plasmid transfection and RT-PCR analysis, and drafted the manuscript. BS conducted the microarray experiments. BE developed the SRSF2-over-expressing lung cancer cells, and performed the western blotting experiments. PDLG designed the 15 k custom microarray, and performed the bioinformatics analysis of the data. LC coordinated the study, assisted with the design of experiments, and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 E1A splicing assay in response to SRSF2 over-expression. Following transient cell transfection with a SRSF2 expression plasmid, E1A splice-derived PCR products were electrophoresed through a 2% agarose gel and stained with ethidium bromide. The characteristic PCR products (9S-13S) are shown. Click here for file

Additional file 2: Table S1 Deregulated genes on the 44k Agilent^TM^ microarray in H358 SRSF2-over-expressing cells. Significantly down- and up-regulated genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells are listed (≥ 2.0 FC, P-value ≤ 0.05 by *t*-test with FDR). Click here for file

Additional file 3: Table S2 Regulation of the 16 selected genes on the 44k Agilent^TM^ microarray in SRSF2-over-expressing H358 cells. The results for the 8 deregulated genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 44k microarrays are shown (≥ 1.1 FC, P-value ≤ 0.05 by *t*-test with FDR). The 44k microarray results for the 8 deregulated genes showed a good concordance with the 15k custom microarray results. Click here for file

Additional file 4: Table S3 Labeling efficiency for hybridization of the 15k custom microarray. The labeled cRNA yield and specific activity of cyanine3 are shown for each of the three labeling experiments performed. The cRNA yield should be superior to 1.65 μg, and the specific activity superior to 9.0 pmol cyanine3 per μg cRNA. The number of 15k replicates using Quick Amp labeling was 4 for each condition (control or SRSF2 over-expression), and the number of 44k replicates was 6 (*i.e*. 2 for each of the three labeling) for each condition. Click here for file

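The 44 k arrays of one condition come in technical pairs, since 2 arrays share a labeling. Which arrays share one is not stated, but each slide holds 2 arrays of either condition. With the mean of these 2 arrays taken as 1 replicate, so that 3 values stand against 3, 1681 probes were deregulated by at least 2-fold (limma, adjusted p at most 0.05), and 1680 of them were among those called with all arrays as separate replicates. Separate labelings are not known to be separate cultures, so 3 against 3 need not be biological replication.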

Additional file 5: Table S4 Comparison of the 15k custom and 44k Agilent^TM^ microarray results. The results are shown for the Agilent^TM^ probes present on both chips: 313 probes were deregulated in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 15k custom chip (≥ 1.5 FC, P-value ≤ 0.05), and 310 had the same type of regulation, considering statistically relevant and not statistically relevant regulations on the 44k chip (same type of regulation = 1; other type of regulation = 0). Click here for file

Additional file 6: Table S5 Supporting evidences. The list of supporting evidences that confirmed the regulation of some probe sets in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells is presented. Click here for file

Additional file 7: Table S6 Quantitative RT-PCR validation. Common regulation events between the 15k custom and 44k Agilent^TM^ microarrays were validated by quantitative RT-PCR in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells. Relative mRNA levels were normalized to that of *GAPDH*. Click here for file

Additional file 8: Figure S2 Design of the custom 15k gene chip. The chip was designed on the backbone of the Agilent^TM^ 15k whole-genome microarray. The majority of the probes correspond to custom oligonucleotides, *i.e.* to both known and predictable sequences of exons, introns and junctions of 16 genes selected for their biological interest in the response to targeted anticancer therapies: *AKT1-3*, *HER1-4*, *HIF1A*, *PIK3CA*, *PIK3R1-2*, *VEGFA-D* and *PIR*. The resolution of the custom microarray was decreased in comparison to the Human Exon 1.0 ST array (Affymetrix^TM^) from 5 million to 12,000 probes, but the number of probes per gene was largely increased, from an average of 45 to an average of 185 probes per gene. The expression of 1,967 distinct genes can also be analyzed thanks to commercial Agilent^TM^ probes. Click here for file

Additional file 9: Figure S3 Western blot analysis of SRSF2 expression. SRSF2 protein level was analyzed in H358/Tet-On/SRSF2 inducible clone by western blotting with the mAb104 monoclonal antibody that recognizes several phosphorylated SR proteins (SRSF2-6). SRSF2 mRNA level was also analyzed by quantitative RT-PCR (data not shown). Relative mRNA level was normalized to that of *GAPDH*. An 8-fold over-expression of SRSF2 mRNA was observed in SRSF2-over-expressing lung cancer cells in comparison to control cells. Click here for file

Additional file 10: Table S7 Primers for validation. The sequences of the primers used for the 15k custom microarray validation are presented. Click here for file

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 2: Table S1 — Deregulated genes on the 44k AgilentTM microarray in H358 SRSF2-over-expressing cells. Significantly down- and up-regulated genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells are listed (≥ 2.0 FC, P-value ≤ 0.05 by t-test with FDR).

**Supplementary Table 1.** **Deregulated genes on the 44k AgilentTM microarray in H358 SRSF2-over-expressing cells.** Significantly down- and up-regulated genes in SRSF2-over-expressing H358lung cancer cells in comparison to H358control cells are listed (≥ 2.0 FC, P-value ≤ 0.05 by *t*-test with FDR).

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 3: Table S2 — Regulation of the 16 selected genes on the 44k AgilentTM microarray in SRSF2-over-expressing H358 cells. The results for the 8 deregulated genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 44k microarrays are shown (≥ 1.1 FC, P-value ≤ 0.05 by t-test with FDR). The 44k microarray results for the 8 deregulated genes showed a good concordance with the 15k custom microarray results.

**Supplementary Table 2.** **Regulation of the 16 selected genes on the 44k AgilentTM microarray in SRSF2-over-expressing H358 cells.** The results for the 8 deregulated genes in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 44k microarrays are shown (≥ 1.1 FC, P-value ≤ 0.05 by *t*-test with FDR). The 44k microarray results for the 8 deregulated genes showed a good concordance with the 15k custom microarray results.

| Agilent Probe Name | Gene Symbol | Regulation | Fold-Change | P-Value |
| --- | --- | --- | --- | --- |
| A_24_P179400 | *VEGFA* | up | 2.06 | 2.61E-05 |
| A_23_P81805 | *VEGFA* | up | 1.78 | 2.98E-07 |
| A_23_P70398 | *VEGFA* | up | 1.45 | 3.92E-03 |
| A_23_P215790 | *HER1/EGFR* | down | 1.83 | 4.67E-06 |
| A_23_P349416 | *HER3* | down | 1.74 | 1.87E-06 |
| A_23_P137035 | *PIR* | down | 1.23 | 2.93E-06 |
| A_23_P1594 | *VEGFB* | down | 1.23 | 6.02E-04 |
| A_24_P359267 | *AKT2* | down | 1.15 | 3.32E-02 |
| A_23_P167096 | *VEGFC* | down | 1.19 | 1.28E-04 |
| A_24_P29401 | *PIK3R1* | up | 1.19 | 2.46E-02 |

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 4: Table S3 — Labeling efficiency for hybridization of the 15k custom microarray. The labeled cRNA yield and specific activity of cyanine3 are shown for each of the three labeling experiments performed. The cRNA yield should be superior to 1.65 μg, and the specific activity superior to 9.0 pmol cyanine3 per μg cRNA. The number of 15k replicates using Quick Amp labeling was 4 for each condition (control or SRSF2 over-expression), and the number of 44k replicates was 6 (i.e. 2 for each of the three labeling) for each condition.

**Supplementary Table 3.** **Labeling efficiency for hybridization of the 15k custom microarray.** The labeled cRNA yield and specific activity of cyanine3 are shown for each of the three labeling experiments performed. The cRNA yield should be superior to 1.65 μg, and the specific activity superior to 9.0 pmol cyanine3 per μg cRNA. The number of 15k replicates using Quick Amp labeling was 4 for each condition (control or SRSF2 over-expression), and the number of 44k replicates was 6 (*i.e*. 2 for each of the three labeling) for each condition.

|  | Quick Amp Labeling | 1 | 2 | 3 |
| --- | --- | --- | --- | --- |
| Control Condition | cRNA Yield (µg) | 11.34 | 10.35 | 10.38 |
|  | Specific Activity (pmol Cy3 per μg cRNA) | 17.12 | 18.26 | 17.34 |
|  | 15k Microarray Hybridization | no | no | yes |
|  | 15k Replicate Microarray | 0 | 0 | 4 |
|  | 44k Microarray Hybridization | yes | yes | yes |
|  | 44k Replicate Microarray | 2 | 2 | 2 |
| SRSF2 Over-expression Condition | cRNA Yield (µg) | 13.35 | 11.36 | 7.95 |
|  | Specific Activity (pmol Cy3 per μg cRNA) | 17.53 | 17.43 | 16.98 |
|  | 15k Microarray Hybridization | no | no | yes |
|  | 15k Replicate Microarray | 0 | 0 | 4 |
|  | 44k Microarray Hybridization | yes | yes | yes |
|  | 44k Replicate Microarray | 2 | 2 | 2 |

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 5: Table S4 — Comparison of the 15k custom and 44k AgilentTM microarray results. The results are shown for the AgilentTM probes present on both chips: 313 probes were deregulated in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 15k custom chip (≥ 1.5 FC, P-value ≤ 0.05), and 310 had the same type of regulation, considering statistically relevant and not statistically relevant regulations on the 44k chip (same type of regulation = 1; other type of regulation = 0).

**Supplementary Table 4.** **Comparison of the 15k custom and 44k AgilentTM microarray results.** The results are shown for the AgilentTM probes present on both chips: 313 probes were deregulated in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells on the 15k custom chip (≥ 1.5 FC, P-value ≤ 0.05), and 310 had the same type of regulation, considering statistically relevant and not statistically relevant regulations on the 44k chip (same type of regulation = 1; other type of regulation = 0).

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 6: Table S5 — Supporting evidences. The list of supporting evidences that confirmed the regulation of some probe sets in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells is presented.

**Supplementary Table 5.** **Supporting evidences.** The list of supporting evidences that confirmed the regulation of some probe sets in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells is presented.

| Gene Symbol | Region Name | Region Type | Regulation | Fold-Change | P-Value |
| --- | --- | --- | --- | --- | --- |
| *AKT3* | e7 | exon | up | 2.25 | 6.27E-02 |
| *AKT3* | je6_e7 | junction | up | 1.40 | 5.20E-03 |
| *HER1/EGFR* | e18 | exon | up | 1.85 | 9.08E-02 |
| *HIF1A* | je8_e9 | junction | down | 1.39 | 1.36E-03 |
| *HIF1A* | je9_e10 | junction | down | 1.40 | 1.27E-02 |
| *VEGFA* | e4 | exon | down | 1.25 | 6.92E-02 |
| *VEGFA* | je4_ae8_acceptor_alter | junction | down | 1.27 | 9.34E-02 |
| *VEGFA* | jae6_donor_alter_1_e7 | junction | up | 1.42 | 4.14E-03 |
| *VEGFA* | jae7_donor_alter_ae8_acceptor_alter | junction | up | 1.45 | 1.48E-08 |
| *VEGFA* | je7_ae8_acceptor_alter | junction | up | 1.31 | 6.62E-04 |

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 7: Table S6 — Quantitative RT-PCR validation. Common regulation events between the 15k custom and 44k AgilentTM microarrays were validated by quantitative RT-PCR in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells. Relative mRNA levels were normalized to that of GAPDH.

**Supplementary Table 6.** **Quantitative RT-PCR validation.** Common regulation events between the 15k custom and 44k AgilentTM microarrays were validated by quantitative RT-PCR in SRSF2-over-expressing H358 lung cancer cells in comparison to H358 control cells. Relative mRNA levels were normalized to that of *GAPDH*.

|  |  | 15k Custom Microarray | | | 44k Commercial Microarray | | | Relative Expression |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Agilent Probe Name | Gene Symbol | Regulation | Fold-Change | P-Value | Regulation | Fold-Change | P-Value |
| A_24_P941947 | *LPCAT1* | up | 5.68 | 2.45E-05 | up | 1.08 | 2.19E-02 | 3.73 |
| A_23_P216068 | *ATAD2* | up | 1.68 | 1.36E-07 | up | 2.01 | 1.05E-01 | 1.50 |
| A_24_P272310 | *MUSTN1* | down | 10.12 | 3.54E-03 | down | 1.07 | 2.88E-03 | 0.24 |
| A_23_P59967 | *RP1* | down | 6.34 | 2.00E-02 | down | 1.05 | 2.04E-02 | 0.33 |
| A_23_P1331 | *COL13A1* | down | 4.89 | 1.59E-09 | down | 1.70 | 4.65E-03 | 0.21 |
| A_23_P88849 | *RRAD* | down | 3.32 | 3.00E-09 | down | 2.51 | 2.54E-03 | 0.40 |
| A_24_P873764 | *BCR* | down | 2.89 | 1.22E-08 | down | 2.15 | 6.16E-05 | 0.46 |
| A_23_P98248 | *TRPT1* | down | 2.87 | 1.69E-10 | down | 2.22 | 8.04E-04 | 0.40 |
| A_23_P395374 | *HIST1H4D* | down | 2.49 | 3.78E-07 | down | 2.02 | 1.85E-03 | 0.66 |

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 8: Figure S2 — Design of the custom 15k gene chip. The chip was designed on the backbone of the AgilentTM 15k whole-genome microarray. The majority of the probes correspond to custom oligonucleotides, i.e. to both known and predictable sequences of exons, introns and junctions of 16 genes selected for their biological interest in the response to targeted anticancer therapies: AKT1-3, HER1-4, HIF1A, PIK3CA, PIK3R1-2, VEGFA-D and PIR. The resolution of the custom microarray was decreased in comparison to the Human Exon 1.0 ST array (AffymetrixTM) from 5 million to 12,000 probes, but the number of probes per gene was largely increased, from an average of 45 to an average of 185 probes per gene. The expression of 1,967 distinct genes can also be analyzed thanks to commercial AgilentTM probes.

## Slide 1
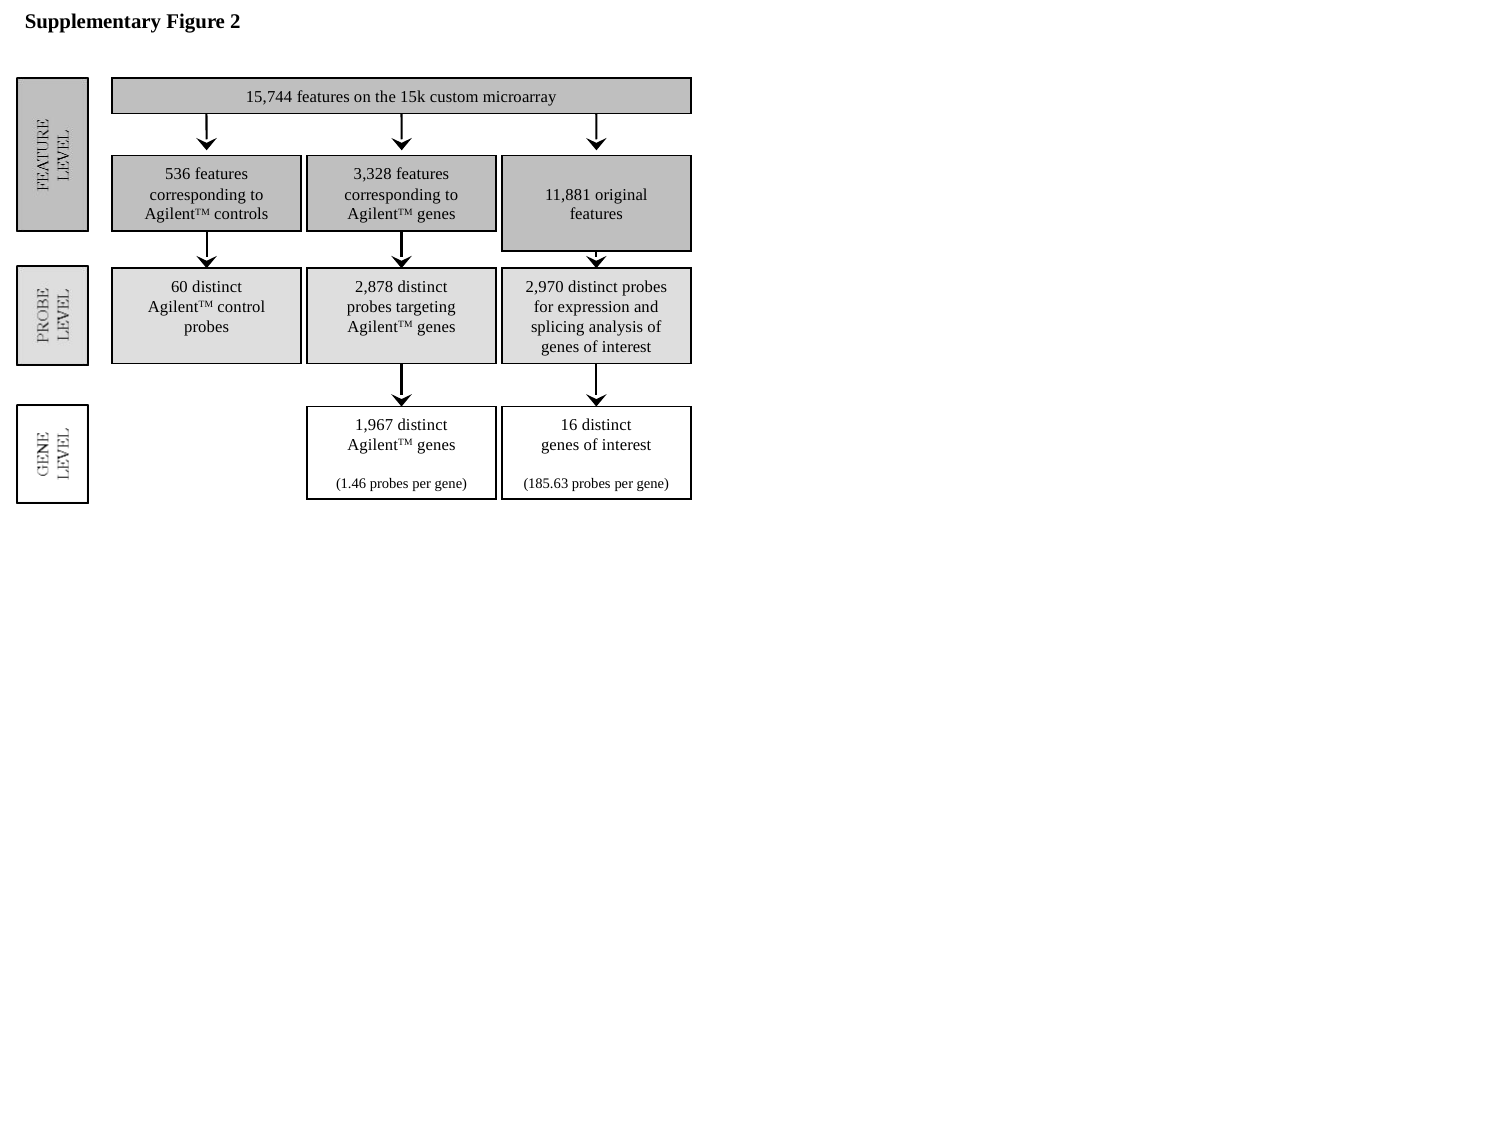

Supplementary Figure 2
15,744 features on the 15k custom microarray
536 features corresponding to AgilentTM controls
3,328 features corresponding to AgilentTM genes
11,881 original features
60 distinct
AgilentTM control probes
2,878 distinct
probes targeting
AgilentTM genes
2,970 distinct probes for expression and splicing analysis of genes of interest
1,967 distinct AgilentTM genes
(1.46 probes per gene)
16 distinct
genes of interest
(185.63 probes per gene)

# Supplementary material for: A dedicated microarray for in-depth analysis of pre-mRNA splicing events: application to the study of genes involved in the response to targeted anticancer therapies
**Source:** Mol Cancer. 2014 Jan 15;13:9. doi: 10.1186/1476-4598-13-9
**Supplement:** Additional file 10: Table S7 — Primers for validation. The sequences of the primers used for the 15k custom microarray validation are presented.

**Supplementary Table 7.** **Primers for validation.** The sequences of the primers used for the 15k custom microarray validation are presented.

| Gene Symbol | Tested event | Sense primer | Sense primer sequence (5'->3') | Antisense primer | Antisense primer sequence (5'->3') | Expected size (bp) |
| --- | --- | --- | --- | --- | --- | --- |
| *AKT3* | e7+/e8+ | AKT3_je7-e8s | GCGAGCTGTTTTTCCATTTG | AKT3_e9as | CTGGTGCCAGATATTCTGGAGT | 255 |
| *AKT3* | e7+/e8- | AKT3_je7-e9s | GGGCGAGTTGGAGAATCTAA | AKT3_e9as | CTGGTGCCAGATATTCTGGAGT | 134 |
| *AKT3* | e7-/e8+ | AKT3_je6-e8s | CATCCCTTTTTAACACTGTTTTTC | AKT3_e9as | CTGGTGCCAGATATTCTGGAGT | 265 |
| *AKT3* | e7-/e8- | AKT3_je6-e9s | CATCCCTTTTTAACATTGGAGAA | AKT3_e9as | CTGGTGCCAGATATTCTGGAGT | 142 |
| *HER1/EGFR* | last exon = e17 | HER1_e16s | ACAACACCCTGGTCTGGAAG | HER1_e17as | TGAAGCAAAGGGAGAAATTGA | 159 |
| *HER1/EGFR* | last exon = e18 | HER1_e16s | ACAACACCCTGGTCTGGAAG | HER1_e18as | TCCTAAGCATGACTCCTGAGC | 200 |
| *HER1/EGFR* | last exon > e20 | HER1_e16s | ACAACACCCTGGTCTGGAAG | HER1_e20as | ATGGCCTTGGCACTCAAC | 200 |
| *HIF1A* | e9+/e10+ | HIF1A_je9-e10s | GTGAGTGGTATTATTCAGCACGA | HIF1A_e11as | TTGATTGAGTGCAGGGTCAG | 393 |
| *HIF1A* | e9+/e10- | HIF1A_je9-e11s | ACGTTGTGAGACACAGAAACTG | HIF1A_e11as | TTGATTGAGTGCAGGGTCAG | 177 |
| *HIF1A* | e9-/e10+ | HIF1A_je8-e10s | CTCATCATGATATGGTATTATTCAGC | HIF1A_e11as | TTGATTGAGTGCAGGGTCAG | 400 |
| *HIF1A* | e9-/e10- | HIF1A_je8-e11s | CATGATAACACAGAAACTGATGACC | HIF1A_e11as | TTGATTGAGTGCAGGGTCAG | 174 |
| *VEGFA* | last exon = e4 | VEGFA_e4s | TTATGCGGATCAAACCTCAC | VEGFA_ae4as | GCTGATAATGAATCCGTGACTAC | 107 |
| *VEGFA* | last exon > e5 | VEGFA_e4s | TTATGCGGATCAAACCTCAC | VEGFA_e5as | CTTGTCTTGCTCTATCTTTCTTTGG | 102 |
| *VEGFA* | alternative donor e6 | VEGFA_ae6s | CTGCTGTCTAATGCCCTGGA | VEGFA_e7as | AAATGCTTTCTCCGCTCTGA | 72 |
| *VEGFA* | constitutive donor e6 | VEGFA_je6-e7s | AAGAAATCCCGTCCCTGTG | VEGFA_e7as | AAATGCTTTCTCCGCTCTGA | 47 |

How the deposited data were processed for this re-analysis (not part of the article)

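Expression was measured on 12 one-colour Agilent 44 k arrays of the H358/Tet-On/SRSF2 clone, 6 labelled control and 6 labelled SRSF2 over-expression (1 µg/mL doxycycline, 24 hours). The 15 k custom arrays, the RT-PCR, the western blots and the tumour samples were not analysed here. The authors deposited 2 kinds of values. The first is the scanner output of Feature Extraction 10.7.3.1, in which the authors' processed intensity of each spot is its signal after background subtraction, with the median intensity of the spot, its local background and its flags. The second is a table of log2 values deposited by the authors, which equals the log2 processed signal minus the 75th percentile of the array, centred on the median of each probe. The paper's methods name GeneSpring GX for the 44 k analysis, an exclusion of genes missing in more than 25% of the samples and a t-test with Benjamini-Hochberg adjustment, and name no normalization.

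From the processed intensities, log2 values were taken, spots of one probe were averaged on that scale, and the 75th percentile over gene probes was subtracted on each array. Control spots and spots with outlier flags were left out. A probe was kept when missing on at most 25% of the arrays and well above background on at least 5 of the 6 arrays of a condition; 24330 of the probes kept are in the authors' table, and 1 is not. Conditions were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates, and a probe was called deregulated at an adjusted p of at most 0.05 and a fold change of at least 2. Summaries, exact permutation tests over the 924 arrangements of 6 arrays against 6, and correlations were computed with Python, numpy, pandas and scipy. For the bound on a dim probe, the mean of the brighter condition was set against the mean, over the arrays of the dimmer condition, of the higher of the probe's own signal and the lowest signal of a probe well above background. Gene sets were tested with camera at a correlation of 0.01, with 1 probe per gene, the one with the highest mean, over 11512 genes with a value on all arrays.

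The files give probe names and accessions but no gene symbols. RefSeq accessions were matched to the GRCh38.p14 gene table, which named 23958 of the 25868 probes with such an accession; 362 more were named from the paper's supplementary tables, and 16680 have no symbol here. The files' annotation is of build hg18, so no coordinates are given. The rule for the genes named in the text, the gene lists and the alternative settings were fixed before the data were examined. The rule names the probes of Table S2 and Table S6, any other probe of the 16 selected genes past the threshold of Table S2, the probes of SRSF2 and SRSF8, and the 5 largest rises and 5 largest falls among named deregulated genes whose arrays separate completely. Genes outside that rule are marked as chosen after their values were seen. The 3 gene lists are SR protein genes, ATF4 target genes and hypoxia target genes.

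The labels number the arrays 1 to 6 in both conditions. Arrays with the same number deviated together from the means of their conditions (correlations from 0.28 to 0.64 over 6 pairs). Each slide holds 2 numbers, and arrays of different numbers on one slide deviated together as much (0.33 to 0.65), while arrays on different slides did not (-0.48 to -0.05), so the pairing is that of the slide.

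The alternative settings fixed in advance were scaling on the median, quantile normalization, normexp background correction with an offset of 50, no background subtraction, the authors' table, no filter on dim probes, a stricter filter (well above background on 9 of 12 arrays), outlier spots kept, the methods' t-test, slide or replicate number as a block, the mean of 2 arrays as 1 replicate, each slide left out, a 1.5-fold threshold and fry in place of camera. The mean spot intensity named for normexp and for the setting without background subtraction is not among the columns of the deposited files, and the median spot intensity was used in its place. Chosen after the data were seen were scaling on 7 spike-in control probes, with all slides and with slide 1 left out, leaving out the 2 arrays with the highest background, the mean of 2 arrays with slide as a block, and the t-test on the authors' table. The fit was tested on simulated data with the means and spreads of 23740 probes: of 200 probes changed by known amounts, limma recovered 193 and called 0 others. Noise was drawn independently for each simulated array, the planted changes were larger than 2-fold, and no other probe changed. The simulation therefore does not show how the fit behaves for smaller changes or for arrays of one slide that deviate together. The number of arrays, and for dim probes the signal over background, limit the precision.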

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

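Chosen only after the result was seen were the splits of the arrays, the shuffled directions, the genes with bright probes both ways and the tests of accessions. In 18 of the 144 genes with several deregulated probes, 1 or more probes were called up and 1 or more down, which the paper does not discuss for the 44 k arrays. Shuffling the directions among these probes gave a median of 76 such genes and never fewer than 54 (10000 permutations, p = 0.0001, the smallest they can give), so probes of one gene mostly changed in the same direction. With each array as a replicate, chance in their assignment can be excluded for the 18 genes, since 1 of 100 splits of the arrays, the real one, gave as many. With the means of the 2 arrays per slide and condition as units, limma called 17 genes both ways in the real split and 0 in each of the others. That is 1 of 10 splits, and 10 splits allow no smaller share than 0.1, so their number alone could not have excluded chance. Slide is argued against as the whole cause, as 10 of the genes were called both ways with each slide left out in turn. Signal near background remains open for part of them, as 31.7% of their probes were not well above background on all 12 arrays against 27.5% of the probes of the other genes (Fisher's exact test across probes, p = 0.579). It is excluded for 8 genes in which a rising and a falling probe were both well above background on all arrays. The naming of probes from clones and predicted transcripts is excluded as the whole cause by 5 genes, BTBD7, FAM53B, TMEM248, TPM3 and ZNF473 (chosen after their values were seen), in which both probes carry a RefSeq mRNA accession. In TMEM248 the log2 fold changes were 1.06 and -1.40, and in TPM3 1.03 and -1.10 (limma adjusted p of at most 1.72e-05 for each). Among the probes of the 18 genes, 7 of 19 rising and 17 of 22 falling probes carry such an accession (Fisher's exact test across probes, p = 0.0124). Over all deregulated probes the contrast was small, with 50.8% of those with such an accession up against 55.8% of the others, and it turned with spike-in scaling (79.6% against 77.3%), so nothing is inferred from it. A change of transcript structure with the labelled condition is a hypothesis that stays open. So do cross-hybridisation and probe position, which were not tested, as the deposited files hold no probe sequences.

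Of the 110 groups of 6 arrays examined for a single distant value, 4 had one, where chance gives about 5.5. Replicate 2 of the arrays labelled SRSF2 over-expression had a median signal of 145.7, above the others, and replicate 1 had 418 outlier spots, more than the others. Control replicate 2 had a log2 signal of 0.25 for the SRSF8 probe A_23_P116016, below the other control arrays and above every array labelled SRSF2 over-expression. Replicate 3 of the arrays labelled SRSF2 over-expression had a log2 signal of -0.24 for the VEGFB probe A_24_P55971, above the other arrays of its condition; this probe is outside the naming rule and was chosen after its values were seen. No explanation was tested for these values, and their number is no more than chance gives.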

How the results depend on the processing

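The spike-in scaling, with all slides and with slide 1 left out, and the removal of the 2 arrays with the highest background were chosen after the data were seen, as were the t-test on the authors' table and the mean of 2 arrays with slide as a block. SRSF2's probe stayed between -1.48 and -1.27 on the log2 scale under the 13 settings fixed in advance that apply to it, with adjusted p-values from 1.17e-09 to 0.00165. The correlation of the 15 k and 44 k fold changes stayed between 0.89 and 0.98 under them (permutation test, p = 0.0001 for each, the smallest that 10000 permutations can give), and between 294 and 302 of the 302 probes of Table S4 kept the 15 k direction.

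The number of deregulated probes was 1702. It fell to 798 (422 up, 376 down) without background subtraction and to 328 (158 up, 170 down) with normexp, and rose to 5593 (2844 up, 2749 down) at a 1.5-fold threshold, a change that follows from the threshold itself. Table S1 probes called here fell from 1685 to 783 without background subtraction and to 300 with normexp. Bright probes moved with normexp too, so its effect was not limited to signal near background. AKT2 A_24_P359267 (mean log2 signal 5.42 on the control arrays) was 1.15-fold down in the main fit, 1.15-fold without background subtraction and 1.03-fold with normexp. For SRSF2 A_23_P77776 these values were 2.75, 2.74 and 2.41. The cause was not tested. With each slide left out the count of deregulated probes lay between 1639 and 1916.

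The share of deregulated probes that were up, 52.6%, was 49.5% with median scaling, 48.2% with normexp and 49.2% with the stricter filter. With spike-in scaling it was 78.8% (1601 up, 430 down), and with slide 1 left out as well it was 53.5%, so that split rests on slide 1.

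Of the 16 selected genes, 8 were deregulated. The count was 5 with the mean of 2 arrays per slide as 1 replicate, where 3 values stand against 3 and the pairing by slide is left out (7 with slide as a block), 2 with normexp, and 3 with spike-in scaling, both with all slides and with slide 1 left out. AKT2 reversed to 0.0113 with spike-in scaling and PIK3R1 to -0.0790 with normexp, neither past the threshold. AKT2 also failed it with slide 2 or slide 3 left out, and PIK3R1 with slide 2 left out (adjusted p from 0.0935 to 0.137). AKT2 failed it with quantile normalization as well, and PIK3R1 without background subtraction. The 18 genes called in both directions became 6 without background subtraction, 2 with normexp, 9 with spike-in scaling and 83 of 575 genes at the 1.5-fold threshold. The cause was not tested.

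With the replicate block 1706 probes were deregulated, 1700 of them in common with the fit without it. It brought the VEGFA probe A_24_P12401 (-0.20) past the threshold and changed no other call among the named probes, the selected genes or the gene sets. With slide as a block the count was 1705, and the same VEGFA probe and the probes of PIK3CA, AKT2 (A_23_P208870) and VEGFB (A_24_P55971) passed the adjusted threshold as well; these 4 probes were chosen for naming after their values were seen. Under fry the SR protein genes (adjusted p = 0.00157) and the hypoxia target genes (adjusted p = 9.11e-08) passed the threshold, which neither did under camera. The ATF4 target genes did not pass it under fry (adjusted p = 0.772). Fry asks whether the genes of a list change, and camera whether they change more than other genes. As 57.7% of all probes kept had a limma adjusted p of at most 0.05, a pass under fry does not set a list apart. Over the 41 probes of named and selected genes other than SRSF2, 738 combinations with an alternative were computed. In 35 a change kept its direction but no longer passed the adjusted threshold, 13 of them with normexp, in 6 it newly passed it and in 2 it reversed. The probes of the selected genes outside Table S2, none past the threshold, changed sign in 22 of 180 combinations, with values between -0.30 and 0.15, and these are not counted as reversals. Signal over background limits the dim probes: 1037 of the 1702 deregulated probes were well above background on all 12 arrays.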

Differences from the paper's values

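For 7 of the 9 genes of Table S6, the 44 k fold change computed here differs from the paper's 44 k value in that table. For LPCAT1 it is at least 2.88-fold up and the paper's is 1.08. For ATAD2 it is 1.68-fold up and the paper's is 2.01. For MUSTN1 it is at least 2.29-fold down and the paper's is 1.07, for RP1 at least 2.00-fold down against the paper's 1.05, and for COL13A1 5.03-fold down against the paper's 1.70. For BCR it is 2.42-fold down against the paper's 2.15, and for TRPT1 2.54-fold down against the paper's 2.22. The bounds for LPCAT1, MUSTN1 and RP1 hold for the background-subtracted signal only. Of the alternatives set before the data were examined, normexp brought LPCAT1 (1.10), BCR (2.14) and TRPT1 (2.23) to the paper's values within the spread between arrays. No other one did for any of the 7 genes, and none did for ATAD2, MUSTN1, RP1 and COL13A1. Scaling on the spike-in controls, chosen after the data were seen, gave log2 fold changes of 0.95 for ATAD2, -1.07 for BCR and -1.14 for TRPT1. The paper's values on that scale are 1.01, -1.10 and -1.15. With that scaling the changes of LPCAT1, MUSTN1, RP1 and COL13A1 stayed larger than the paper's.

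The paper reports a rise of SRSF2 mRNA in induced cells, measured by quantitative RT-PCR. The 44 k probe of SRSF2 was lower on the arrays labelled SRSF2 over-expression, with a log2 fold change of -1.46, as in the paper's own Table S1.

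Of the 1709 probes of the paper's Table S1, 1685 were called here. With outlier spots kept 1693 were called, and 1692 with the authors' table. For Table S4 the paper counts 310 of 313 probes with the same regulation on both chips. Here it was 302 of the 302 that passed the filter, and 313 of 313 with dim probes kept.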

Other observations

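Tests chosen only after the result was seen are the splits of the arrays, the exchanges of all labels, spike-in scaling, the values without background subtraction against Table S4, the spread of the spike-in shift and the removal of arrays. With each array as a replicate, chance in their assignment can be excluded for the 1702 deregulated probes: 1 of 100 splits of the 12 arrays, the real one, gave as many, and the largest other count was 533. Among the 32 splits that part every same-numbered pair, no other split called a probe. The same holds for the 8 selected genes, reached by 1 of 100 splits. These splits take arrays of one labeling as separate replicates. With the means of the 2 arrays per slide and condition as units, limma called 1681 probes and 5 selected genes at an adjusted p of at most 0.05 in the real split and 0 in each of the others. That is 1 of 10 splits for both, and 10 splits allow no smaller share than 0.1, so their number alone could not have excluded chance, while the adjusted p-values from the same means did pass the threshold.

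The SRSF2 probe was lower on the arrays labelled SRSF2 over-expression. An exchange of all labels against the 15 k arrays is argued against by Table S4, where 302 of 302 probes had the sign of the paper's 15 k fold change. An exchange of a single pair of arrays is excluded, as 0 arrays lay among those of the other condition. Scaling is excluded as the whole cause, since the log2 fold change was -1.25 with spike-in scaling. An exchange shared by the 15 k and 44 k arrays is argued against by the RT-PCR of the paper's Table S6, done on independently isolated RNA, whose direction 9 of 9 genes had here. What stays open is a probe outside the part of the transcript carried by the transgene, which would show only the endogenous transcript: 0 probe sequences were at hand to decide it. The lower SRSF8 probes A_23_P363426 and A_32_P17635 may reflect the same RNA or SRSF8 itself, and cannot be told apart from it here.

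For 66 probes listed in both tables, the paper's 44 k fold changes have a median of 2.43-fold in Table S1 and 1.23-fold in Table S4. Signals without background subtraction are a candidate source of the smaller values. Without it, 17 of the 66 probes lay nearer to Table S4 than to Table S1, with a median distance of 0.59 to Table S4 and 0.33 to Table S1 on the log2 scale, which argues against it as the whole cause. With normexp 43 of the 66 lay nearer to Table S4. The values computed here lay at a median distance of 0.01 from Table S1.

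The 7 spike-in control probes were lower by 0.21 on the log2 scale, relative to all probes, on the arrays labelled SRSF2 over-expression (exact permutation test, two-sided p = 0.266). The shift was -0.57 on slide 1, -0.003 on slide 2 and -0.05 on slide 3. These shifts have a range of 0.57. Spike-in amounts that differed between labelings and a change in total mRNA that differed between slides cannot be told apart, since the 2 arrays of a condition on a slide do not show the spread between labelings.

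Fold changes differed between slides in 1736 of 23740 probes (limma, slide by condition terms, adjusted p at most 0.05). The error of this test comes from the 2 arrays of a condition on a slide, which do not show the spread between labelings. Differences between slides can therefore not be told apart from differences between labelings. The 2 arrays with the highest background, control replicate 3 and replicate 4 of the other condition, both on slide 2, were proposed as the source. Without them 237 probes differed, against 491 to 641 without the other pairs of slide 2 and 887 to 5823 without pairs of slide 1. But 4 of the 11 other pairs, all of slide 3, left as few (11 to 234), so a higher background on these 2 arrays cannot be told apart from other differences between arrays.

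Log2 fold changes of adjacent genes, in GRCh38.p14 order, had a Pearson correlation of 0.0531 over 11568 pairs (above all 1000 shuffled orders, p = 0.001, the smallest they can give). Without pairs that share the first 3 letters of their symbols it was 0.0382, and between 0.0281 and 0.0532 with each slide left out (p from 0.001 to 0.003 against shuffled orders of the same values). This argues against genes with similar symbols as the whole cause, but families of similar genes with other names were not removed and cannot be told apart from other causes. The correlation is across genes, which are not independent, and its size is small. No biological explanation was tested.

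No gene list passed the adjusted threshold with camera of limma, and 1 of 3 had an unadjusted p under 0.05. The hypoxia target genes had a median log2 fold change of -0.25, with 15 of 22 genes down (camera adjusted p = 0.106), although VEGFA rose. Their median was -0.05 with spike-in scaling, with 10 genes up and 12 down, and -0.12 with normexp, with 9 up and 13 down. The SR protein genes had a median of -0.01 over 12 genes (camera adjusted p = 0.838), and the sign of this median changed with the setting, from -0.10 with slide 1 left out to 0.26 with slide 3 left out. The ATF4 target genes had a median of -0.06 and a mean of 0.03 over 23 genes (camera adjusted p = 0.838), so that median and mean differ in sign, and a median of 0.15 with spike-in scaling. They were listed because doxycycline alone may start that response. An effect of doxycycline cannot be told apart from one of SRSF2, since no arrays of doxycycline without the transgene are among those analysed.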
